A study of Homo sapiens with 4 samples.

How the data were processed

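RNA from 4 cultures of stem cell-derived cardiomyocytes was extracted with a column kit and made into libraries with an Illumina TruSeq kit, per the labels' protocols. Of the 4 libraries, 2 came from the control medium and 2 from the fatty acid medium, as their titles give it. The series' design text calls the libraries of a group biological replicates, without saying whether they came from separate differentiations, so the p-values measure the spread between these cultures.

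The values used are the whole-number read counts per gene that the authors deposited in a table of the whole series. TopHat2 2.0.13, HTSeq and featureCounts are named per the submitters' processing notes, with the builds hg19 and GRCh37. Which tool did which step, the annotation, the strand setting and the treatment of reads with several matching places are not given in the sources used here. Pairs of overlapping or antisense genes and near-identical copies (MYH6 and MYH7, keratins and their pseudogenes, mitochondrial genes and their nuclear copies) may therefore share or lose counts. The table has 4 columns whose names match the titles of the 4 libraries and 4 further columns of counts that match no label, which were not used. It lists 63677 gene IDs, no row without a gene, and 27231 IDs with a count in any of the 4 libraries. Symbols came from a table of gene names, which paired 52526 IDs, holding 99.4% of counts. A GENCODE annotation of another build served to find which genes overlap each other, and no coordinates are given.

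Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr by group (15285 genes, 99.8% of counts), libraries scaled by TMM (factors 0.983 to 1.02) and groups compared with glmQLFit and glmQLFTest with a group term alone (legacy and robust both FALSE, 2 residual degrees of freedom, two-sided). P-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. The common biological coefficient of variation was 0.11. Levels are TMM-scaled CPM with mean and SD over the 2 libraries of a group, and fold changes come from the edgeR model. Their standard errors are those implied by its quasi-likelihood test, so they restate the p-value and are not separate estimates of the model.

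The test design, 32 gene lists drawn from textbook function, the alternatives and the rule for naming genes were fixed before the data were examined. Lists with at least 5 tested members (30 lists) were compared with all other tested genes by camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), adjusted over the lists. Camera with an estimated correlation and fry served as alternatives; with an estimated correlation 0 of the 30 lists passed, against 8 with the preset one (5 upward, 3 downward). Members were also adjusted over each list alone. Camera's direction differs in sign from the median for the peroxisomal, mitochondrial biogenesis and sarcomere lists and from the mean for the calcium handling and hypertrophy lists.

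Named genes are the 12 with the largest rise and the 12 with the largest fall among those past the threshold, if their mean CPM was at least 5 in the higher group, their symbol was not a clone, small RNA or pseudogene name, and all libraries of a group lay on the same side (11 falls qualified). To these come up to 3 members per list and direction with the smallest p, whether or not they passed, and a fixed set of 26 genes of fatty acid and heart muscle biology. A few genes that the rule names are not reported here. Genes named outside this rule are marked as chosen after their values were seen.

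Library totals were 12888386 and 12667123 counts for control replicates 1 and 2, and 13105901 and 14148529 for fatty acid replicates 1 and 2. A gene with no counts could hold up to 3 counts per library, or 0.212 to 0.237 CPM. Such floors cover counting error only. Replicates were compared first: chi-square per degree of freedom over genes was 11.2 for the controls and 8.84 for the fatty acid libraries, far above sampling noise, and no pair of libraries had identical counts.

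The tests were tried on simulated data: 10 runs of counts for 15285 genes drawn from the means, spread and library sizes of these libraries, each with 200 changed genes. For this comparison of 2 against 2 libraries, 48.2% of genes changed 1.5-fold, 89.6% of those changed 2-fold and 99.7% of those changed 4-fold were recovered, and 10.1% of calls were unchanged genes. Recovery was not split by expression level, so these shares do not give the power for genes with low counts. A list shifted by 0.3 on the log2 scale was found in 10 of 10 runs with the preset correlation and in 0 with an estimated one, and 0.1 unshifted lists per run were called. The draws took no correlation between genes from the data. In the lists that passed, the estimated correlation ran from 0.0226 (mitochondrial fatty acid oxidation) to 0.977 (mitochondrially encoded mRNAs). The runs therefore cannot show how often the preset correlation calls unshifted lists of correlated genes.

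Alternatives were other scalings (RLE, upper quartile, library size only), other filters (none, or CPM above 1 in at least 2 libraries), other tests (DESeq2 1.42.0, limma-voom, the older and the robust edgeR quasi-likelihood forms, the edgeR exact test), a block for the replicate number and other thresholds. The thresholds were an adjusted p of 0.1 and a 2-fold minimum. Each library was also left out in turn, where the lone library of a group is assumed to vary like the other group's. A median of a hypothesis list was set against 10000 random lists of the same size matched on mean expression. For this test and that of the nuclear-encoded respiratory chain list, an explanation was argued against only where the median passed its bound by more than 2 SE, both over genes and over libraries. This margin was chosen after the values were seen; at 1 SE, also tried, both explanations would be argued against.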

Results

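Gene expression was measured by RNA sequencing in cardiomyocytes differentiated from human pluripotent stem cells, a cell type that resembles fetal more than adult heart muscle. After 20 days of differentiation the cultures were kept for 2 weeks in a serum-free medium with fatty acids bound to albumin (52.5 µM palmitate, 40.5 µM oleate and 22.5 µM linoleate) or in a control medium with fatty acid-free albumin (50 µM). Both media held 11 mM glucose and 120 µM carnitine, the carrier that brings long-chain fatty acids into mitochondria. Each group had 2 libraries, which the design text calls biological replicates. The labels say that most of the work used the IMR90 line of induced pluripotent stem cells and also name the WTC11 and RUES2 lines; which line gave these 4 libraries is not said. The amount of albumin in the fatty acid medium is likewise not given in the labels.

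The libraries held 12888386 (control replicate 1), 12667123 (control replicate 2), 13105901 (fatty acid replicate 1) and 14148529 (fatty acid replicate 2) gene counts. Between 22588 and 22780 genes had a count in a library, and 15285 genes passed the filter on low counts. FN1, which encodes the matrix protein fibronectin, was the most abundant transcript in all 4 libraries (1.30% to 1.62% of counts), followed in the mean over libraries by COL3A1, MT-ND4 and ACTC1, the last encoding cardiac actin. Cultures entered the study only if more than 80% of cells carried cardiac troponin T, per the labels. Fatty acid replicate 2 was the only library from the second sequencing lane, so lane and that library cannot be told apart.

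The fatty acid medium was compared with the control medium to ask which transcripts it changed; the series title frames fatty acids as promoting cardiomyocyte maturation. In all, 26 of the 15285 genes tested differed (edgeR quasi-likelihood test, two-sided, Benjamini-Hochberg adjusted p under 0.05), 15 of them higher and 11 lower with fatty acids, and 15 by at least 2-fold. In each of the 26, both fatty acid libraries lay on the same side of both control libraries, a separation that 40.6% of all tested genes showed and that chance gives for 33.3%. At an unadjusted p under 0.05 there were 1250 genes, against 764 expected with no effect.

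The strongest rises were in genes of fatty acid handling. CPT1A (ENSG00000110090), which encodes the carnitine palmitoyltransferase that commits fatty acids to mitochondrial import, rose 5.81-fold. Its level went from 21.5 ± 0.277 to 125 ± 15.4 library-scaled counts (CPM; mean ± SD, n = 2 per group in every value of this form; log2 fold change ± SE 2.54 ± 0.13, edgeR adjusted p = 5.06e-05). ANGPTL4 (ENSG00000167772), a secreted inhibitor of lipoprotein lipase, rose 8.59-fold, from 3.54 ± 1.75 to 30.3 ± 12.8 CPM (log2 fold change ± SE 3.10 ± 0.36, edgeR adjusted p = 0.0139). The ANGPTL4 call was lost in the robust edgeR form (adjusted p = 0.27), and without control replicate 2 its log2 fold change was 3.72. PDK4 (ENSG00000004799), the kinase that switches off pyruvate dehydrogenase, rose 4.37-fold, from 5.25 ± 1.25 to 22.9 ± 2.25 CPM (2.13 ± 0.20, edgeR adjusted p = 0.00619). Rises close to 2-fold were measured for ECH1 (2.04-fold), ACAA2 (1.99-fold), ETFDH (1.97-fold) and SLC25A20 (1.86-fold), which encode an auxiliary enoyl-CoA isomerase, the last thiolase of the beta-oxidation spiral, the flavoprotein dehydrogenase that passes its electrons to ubiquinone, and the carnitine-acylcarnitine carrier.

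**Figure D1:**
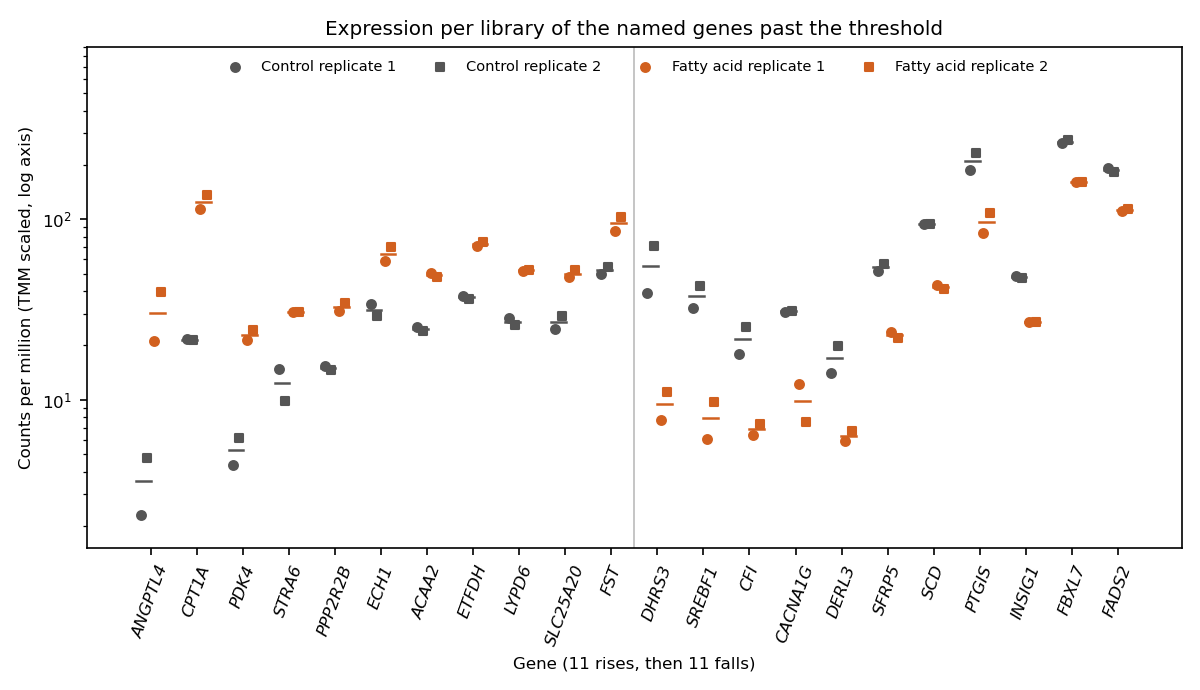
TMM-scaled CPM (log axis) of 11 of the 12 genes with the largest rise and the 11 genes that fell, in each of the 4 libraries. Grey symbols are control and orange symbols fatty acid libraries, circles replicate 1 and squares replicate 2, and bars mark group means. Both fatty acid libraries lie on the same side of both controls for every gene shown, by 8.59-fold in the fitted fold change for ANGPTL4 and 5.83-fold for DHRS3, the widest in each direction.

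Target genes of the peroxisome proliferator-activated receptors (PPARs), transcription factors that bind fatty acids, shifted upward as a list. Of 29 members tested, 7 rose at the threshold over all genes and none fell, and adjusted over the list alone 13 rose and 1 fell (median log2 fold change 0.37, camera adjusted p = 3.24e-08; adjusted p = 0.712 with an estimated correlation between genes). The 7 were CPT1A, ANGPTL4, PDK4, ETFDH, ACAA2, ECH1 and SLC25A20. PLIN2, which coats lipid droplets, was 1.79-fold higher (18.2 ± 1.42 against 32.5 ± 0.710 CPM; edgeR adjusted p = 0.0565 over all genes, 3.75e-04 over the list alone), and CD36, a fatty acid transporter, 2.04-fold higher (edgeR adjusted p = 0.155 and 0.00183). The member that fell over the list alone was G0S2, an inhibitor of triglyceride lipase, with a log2 fold change ± SE of −0.71 ± 0.17; LPL stood at −0.46 ± 0.18 and PNPLA2 at −0.19 ± 0.14.

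Mitochondrial fatty acid oxidation genes also shifted upward. Of 25 members 4 rose over all genes and 8 adjusted over the list alone, and none fell (median log2 fold change 0.21, camera adjusted p = 1.47e-04; adjusted p = 0.712 with an estimated correlation). The 4 were CPT1A, ETFDH, ACAA2 and SLC25A20. Without fatty acid replicate 2 the median was 0.10, with the call kept (camera adjusted p = 0.00339). The members with the smallest p among those with a negative fold did not pass: ACACB −0.28 ± 0.12, ACAD10 −0.13 ± 0.12 and ACADL −0.26 ± 0.33. Over the 19 peroxisomal oxidation genes no shift was found (camera adjusted p = 0.908, median −0.001, mean 0.025). There, ECH1 rose over all genes, while ACOX2 (−0.45 ± 0.13) fell only adjusted over the list alone (edgeR adjusted p = 0.0447). SCP2 (0.26 ± 0.12), HSD17B4 (0.19 ± 0.10) and DECR2 (−0.39 ± 0.20) did not pass.

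Lists on fatty acid uptake and storage did not shift. Of 19 uptake and activation genes only CD36 passed, and only over the list alone (edgeR adjusted p = 0.0120; camera adjusted p = 0.658, median 0.060). LPL (−0.46 ± 0.18), SLC27A6 (0.21 ± 0.11), ACSL4 (0.23 ± 0.13), ACSF2 (−0.22 ± 0.13) and ACSL3 (−0.18 ± 0.11) did not pass. Among 23 lipid droplet and triglyceride genes, PLIN2 rose and G0S2 and FITM1 (−0.62 ± 0.17) fell adjusted over the list alone, none passed over all genes, and the list did not shift (camera adjusted p = 0.392, median −0.098). FITM2 (0.34 ± 0.11), HILPDA (0.55 ± 0.20) and LPIN1 (−0.30 ± 0.10) did not pass in that list. With each library left out, the uptake median ranged from 0.0156 to 0.0762 and the lipid droplet median from −0.1441 to −0.0332.

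SREBF1, SCD and FADS2, genes of lipid synthesis, fell. SREBF1 (ENSG00000072310), which encodes the transcription factor SREBP1 that drives fatty acid synthesis, fell 4.72-fold, from 37.4 ± 7.56 to 7.89 ± 2.59 CPM (log2 fold change ± SE −2.24 ± 0.22, edgeR adjusted p = 0.00692). SCD (ENSG00000099194), the stearoyl-CoA desaturase that makes oleate, fell 2.23-fold, from 94.1 ± 0.718 to 42.2 ± 1.43 CPM (−1.16 ± 0.10, edgeR adjusted p = 0.00619), and FADS2, the delta-6 desaturase, fell 1.66-fold (edgeR adjusted p = 0.0240). The list of fatty acid synthesis, desaturation and liver X receptor (LXR) or SREBP1 target genes shifted downward. Of 24 members 3 were lower and none higher over all genes, and 9 lower and 2 higher adjusted over the list alone (median −0.16, camera adjusted p = 0.00177; adjusted p = 0.712 with an estimated correlation). ME1 (0.48 ± 0.14) and ELOVL2 (0.88 ± 0.28) were the 2 that rose over the list alone, and ELOVL7 (0.57 ± 0.37) did not pass. ABCG1, ABCA1, MYLIP and FASN, named here after their values were seen, fell over the list alone, with log2 fold changes ± SE of −2.0 ± 0.38, −1.38 ± 0.33, −0.68 ± 0.14 and −0.72 ± 0.18. Without fatty acid replicate 2 ABCG1 stood at −2.87, and without control replicate 2 ABCA1 stood at −0.70. FASN ranged from −1.02 to −0.47 and ELOVL2 from 0.57 to 1.24 when each library was left out. Without fatty acid replicate 1 the list lost its call (camera adjusted p = 0.0766, median −0.12).

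Sterol synthesis genes and other targets of SREBP2, the cholesterol-sensing transcription factor, shifted downward together. Of 27 tested members 26 had a negative fold change, 1 fell over all genes, and 10 fell and 1 rose adjusted over the list alone (median −0.30, camera adjusted p = 3.24e-08; adjusted p = 0.712 with an estimated correlation). INSIG1, the sterol-regulated anchor that retains SREBPs in the endoplasmic reticulum, fell 1.77-fold, from 47.9 ± 1.14 to 27.0 ± 0.0905 CPM (edgeR adjusted p = 0.0278). DHCR7, which makes the last step to cholesterol (−0.75 ± 0.12, edgeR adjusted p = 0.0525), passed only over the list alone, as did HMGCS1 (−0.37 ± 0.11). STARD4, a sterol transfer protein, was the 1 member with a positive fold (0.63 ± 0.11, edgeR adjusted p = 0.0793).

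Glucose-handling genes did not shift as a list (27 tested, camera adjusted p = 0.0723, median −0.076). With a library left out, the median ranged from −0.1523 (without control replicate 2) to −0.0214 (without control replicate 1). SLC2A4, the insulin-responsive glucose transporter GLUT4, was 1.83-fold lower (32.4 ± 5.55 against 17.7 ± 3.48 CPM), past the threshold over the list alone (edgeR adjusted p = 0.0183) but not over all genes (0.158). Other members stood at −0.38 ± 0.23 for SLC2A1 (GLUT1), −0.34 ± 0.14 for PFKL, 0.29 ± 0.23 for SLC2A12, 0.11 ± 0.12 for LDHB and 0.056 ± 0.12 for SLC16A1, none past the threshold. The list of pyruvate dehydrogenase and citric acid cycle genes shifted upward, with 24 of 32 members above 0 and PDK4 the 1 member past either threshold (median 0.11, camera adjusted p = 0.0174; adjusted p = 0.712 with an estimated correlation). PDK4 opposes the complex the list is named for. IDH3A (0.38 ± 0.11), MPC1 (0.28 ± 0.11), IDH3G (−0.29 ± 0.12), PC (−0.36 ± 0.18) and PDP2 (−0.28 ± 0.20) did not pass. The list lost its call without control replicate 2 (adjusted p = 0.298) or without fatty acid replicate 1 (0.124), and without fatty acid replicate 2 its median was 0.17.

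Transcripts of the respiratory chain were higher as lists by small amounts. The 13 protein-coding mRNAs of mitochondrial DNA had a median log2 fold change of 0.36 (12 above 0, camera adjusted p = 0.00177; adjusted p = 0.891 with an estimated correlation). None passed over all genes, and MT-ND2 (0.65 ± 0.19) and MT-ATP8 (0.59 ± 0.17) were higher over the list alone. MT-ND4L stood at 0.47 ± 0.17 and MT-ND6, the 1 member coded on the other strand, at −0.17 ± 0.27. MT-ATP8 and MT-ND4L overlap a neighbouring gene, and their counts carry that uncertainty. The mitochondrial share of all counts was 3.98% and 2.51% in the controls and 3.97% and 3.31% in the fatty acid libraries. Without control replicate 2, the library at 2.51%, the median was 0.12 (camera adjusted p = 0.713), without fatty acid replicate 1 it was 0.26 (0.122), and without control replicate 1 it was 0.67 with the call kept.

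The 74 nuclear-encoded respiratory chain and ATP synthase genes shifted upward by a median of 0.086 (54 above 0, camera adjusted p = 0.0329; adjusted p = 0.891 with an estimated correlation), with no single member past either threshold. CYCS, which encodes cytochrome c, stood at 0.37 ± 0.10, SDHD at 0.32 ± 0.13, UQCRH at 0.29 ± 0.12, NDUFB7 at −0.25 ± 0.13, UQCRQ at −0.30 ± 0.20 and CYC1 at −0.15 ± 0.11. This call was lost with library size as the only scaling (camera adjusted p = 0.0511) and with the replicate number as a block (0.053). The call was also lost without control replicate 2 (median 0.031) and without fatty acid replicate 1 (median 0.044). The median was 0.16 without control replicate 1 and 0.13 without fatty acid replicate 2, with the call kept. Mitochondrial biogenesis and dynamics genes did not shift (21 tested, camera adjusted p = 0.908, median −0.049, mean 0.007). Their median was above 0 without control replicate 1 (0.0181), control replicate 2 (0.0124) or fatty acid replicate 1 (0.0471). Without fatty acid replicate 2 it was −0.0795. In that list PPARGC1A, the coactivator PGC-1alpha, stood at 0.41 ± 0.11 (edgeR adjusted p = 0.336) and PPARA at −0.10 ± 0.11. OPA1 stood at 0.21 ± 0.11, DNM1L at 0.20 ± 0.10, PPARD at −0.27 ± 0.13, FIS1 at −0.19 ± 0.11 and ESRRG at −0.14 ± 0.15. None passed over all genes or over this list alone; PPARGC1A was higher over the adult heart list alone (edgeR adjusted p = 0.0164).

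**Figure D2:**
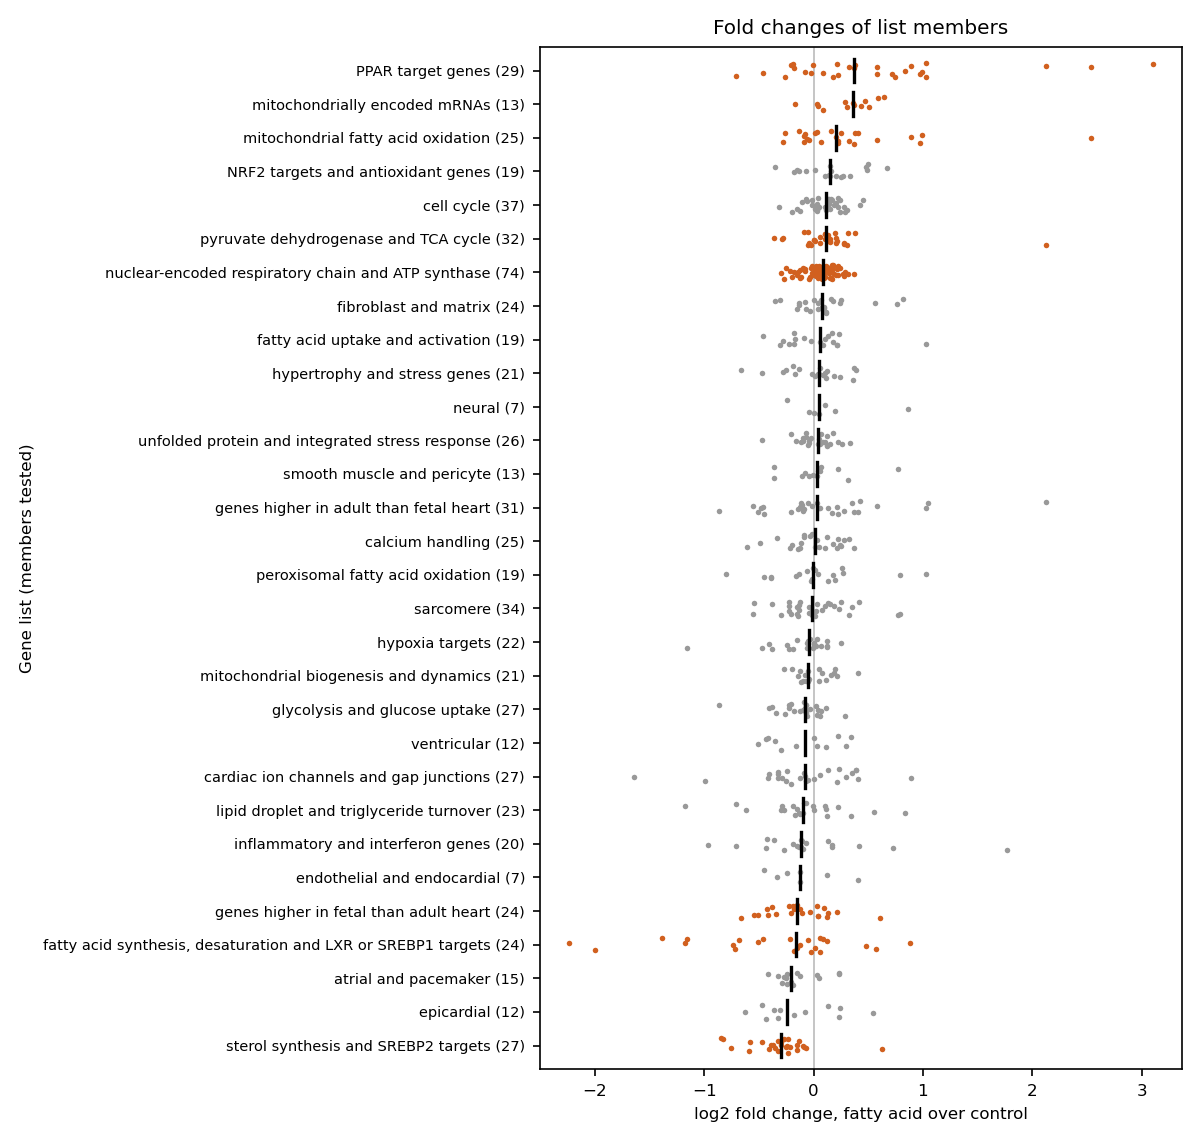
Log2 fold change (fatty acid over control) of each tested member of the 30 gene lists with at least 5 tested members, 1 point per gene. Black bars mark list medians, by which lists are ordered, and vertical scatter within a list has no meaning. Orange lists passed camera with its preset correlation (adjusted p under 0.05), from PPAR target genes at a median of 0.37 to sterol synthesis and SREBP2 targets at −0.30. With an estimated correlation 0 of the 30 lists passed.

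Genes of contraction did not shift. Among 34 sarcomere genes 1 rose over all genes, DES, the intermediate filament protein desmin, which was 1.71-fold higher (0.77 ± 0.11, edgeR adjusted p = 0.0280). MYOM2, a protein of the M-band, was lower only over the list alone (−0.55 ± 0.10). The list stood at a median of −0.015 and a mean of 0.007 (camera adjusted p = 0.966). The switch genes of heart muscle maturation gave no change past the threshold: MYH7, the slow myosin of the adult ventricle, was at 4962 ± 63.7 CPM in control and 4914 ± 285 CPM in fatty acid libraries. MYH6, similar to it in sequence, was at 336 ± 89.5 and 231 ± 33.6 CPM (log2 −0.54 ± 0.17, edgeR adjusted p = 0.484). The MYH6 log2 fold change ranged from −0.79 to −0.25 when each library was left out. TNNI1, the fetal troponin I, stood at −0.23 ± 0.15 and TNNI3, the adult form, at −0.20 ± 0.30, from 17.8 ± 8.82 to 15.5 ± 3.38 CPM. MYL2 (0.036 ± 0.14), MYL7 (−0.13 ± 0.17), TNNT2 (−0.13 ± 0.16), NEXN (0.41 ± 0.12) and MYOM3 (0.79 ± 0.28) did not pass either.

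Calcium handling genes did not shift (25 tested, camera adjusted p = 0.837, median 0.012, mean −0.001). ATP2A2, the calcium pump of the sarcoplasmic reticulum, was at 1507 ± 78.1 and 1420.0 ± 53.8 CPM (−0.086 ± 0.13), and RYR2, its release channel, at −0.12 ± 0.10. CACNA2D1 (0.32 ± 0.13), TRDN (0.25 ± 0.10), CAMK2D (0.28 ± 0.11), SORCS2 (−0.33 ± 0.15), PPP1R1A (−0.61 ± 0.30) and CACNA1D (−0.49 ± 0.28) did not pass. In the list of ion channels and gap junctions (27 tested, camera adjusted p = 0.565, median −0.081), CACNA1G, a T-type calcium channel, fell 3.12-fold, from 30.8 ± 0.427 to 9.89 ± 3.39 CPM (−1.64 ± 0.21, edgeR adjusted p = 0.0194). Over the list alone KCNIP2 (−0.99 ± 0.24) and HCN4 (−0.41 ± 0.12) were also lower and GJC1 (0.39 ± 0.10) and HCN2 (0.89 ± 0.26) higher, and GJA1 (0.30 ± 0.11) did not pass. KCNIP2 stood at −0.57 without control replicate 1 and −1.31 without control replicate 2. The median of the ion channel and gap junction list was −0.0084 without fatty acid replicate 1 and −0.21 without fatty acid replicate 2.

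Lists of developmental stage and chamber gave 1 shift. Genes higher in fetal than adult heart were lower as a list (24 tested, 16 below 0, median −0.15, camera adjusted p = 0.0329; adjusted p = 0.712 with an estimated correlation). None passed over all genes, and NPPB and MYH10 (−0.43 ± 0.11) were lower over the list alone. NPPB, the B-type natriuretic peptide, was at 356 ± 25.5 and 225 ± 44.1 CPM (−0.66 ± 0.14, edgeR adjusted p = 0.174 over all genes), and NPPA, the atrial peptide, at −0.19 ± 0.16. SMPX (0.21 ± 0.11), LIN28B (0.61 ± 0.48) and IGF2BP3 (0.14 ± 0.15) led the members above 0 and did not pass. The list lost its call without control replicate 1 (adjusted p = 0.106), control replicate 2 (0.166) or fatty acid replicate 1 (0.301, with the median at −0.072).

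Genes higher in adult than fetal heart did not pass as a list (31 tested, camera adjusted p = 0.506, median 0.036). The median turned sign without control replicate 2 (−0.051) and without fatty acid replicate 2 (−0.10), and was 0.094 without control replicate 1. Their members parted: PDK4 rose over all genes, and over the list alone ACADVL, the very long-chain acyl-CoA dehydrogenase (0.58 ± 0.10), and CD36 were among 4 higher, and MYOM2, SLC2A4 and MB, which encodes myoglobin (−0.48 ± 0.10), among 4 lower. Ventricular genes (12 tested, camera adjusted p = 0.506, median −0.080) had HEY2 (−0.51 ± 0.14) and LBH (−0.35 ± 0.099) lower over the list alone, with IRX4 (−0.44 ± 0.16), HAND2 (0.23 ± 0.10) and IRX5 (0.34 ± 0.20) short of the threshold. Atrial and pacemaker genes (15 tested, 11 below 0, median −0.21) did not pass (camera adjusted p = 0.0716), nor did their members TBX5 (−0.24 ± 0.14), TBX3 (−0.29 ± 0.17), TBX18 (0.23 ± 0.11) and KCNA5 (0.23 ± 0.13). Leaving out each library moved the atrial and pacemaker median between −0.2233 and −0.082, and the ventricular median between −0.2112 and −0.0249. Hypertrophy and stress genes did not shift (21 tested, camera adjusted p = 0.902, median 0.052, mean −0.001). NPPB was lower over the list alone, and KLF6 (0.37 ± 0.14), RCAN1 (0.39 ± 0.17), ANKRD1 (0.36 ± 0.19), XIRP1 (−0.25 ± 0.11) and MYC (−0.28 ± 0.14) did not pass.

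Stress and growth lists did not pass. Cell cycle genes (37 tested, 28 above 0, median 0.12, camera adjusted p = 0.0617) had no member past either threshold. Leading members were ANLN (0.29 ± 0.11), UBE2C (0.46 ± 0.21), AURKA (0.30 ± 0.15), MCM2 (−0.19 ± 0.13), BIRC5 (−0.32 ± 0.38) and MCM5 (−0.16 ± 0.18). That list passed without control replicate 1 (adjusted p = 5.1e-05) and without fatty acid replicate 2 (2.05e-04), at medians of 0.23 and 0.21. Its direction turned without control replicate 2 (median −0.031, adjusted p = 0.713) and without fatty acid replicate 1 (−0.047, 0.72). NRF2 targets and antioxidant genes (19 tested, median 0.15, camera adjusted p = 0.0716) included SLC7A11 (0.48 ± 0.16), NQO1 (0.67 ± 0.25), GPX4 (−0.36 ± 0.10), TKT (−0.18 ± 0.11) and TALDO1 (−0.13 ± 0.11). The unfolded protein and integrated stress response list stayed at a median of 0.044 (26 tested, camera adjusted p = 0.565). MTHFD2 (0.33 ± 0.11), HSP90B1 (0.26 ± 0.11), DNAJB9 (0.22 ± 0.10), DDIT4 (−0.47 ± 0.18), CHAC1 (−0.16 ± 0.15) and SESN2 (−0.11 ± 0.10) did not pass. Hypoxia targets (22 tested, median −0.042, camera adjusted p = 0.148) had 1 member lower over the list alone. This was ADM, the vasodilator adrenomedullin, at 10.7 ± 0.301 and 4.79 ± 0.767 CPM (−1.16 ± 0.21, edgeR adjusted p = 0.107 over all genes). VEGFA (−0.19 ± 0.10), INSIG2 (0.13 ± 0.12), LOX (0.25 ± 0.34) and CA12 (0.12 ± 0.17) did not pass. Inflammatory and interferon genes (20 tested, median −0.11, camera adjusted p = 0.565) included VCAM1 (0.42 ± 0.10), CXCL1 (1.77 ± 0.58), IL6 (0.72 ± 0.34), PTGS2 (−0.96 ± 0.41), IRF7 (−0.71 ± 0.33) and IFI6 (−0.43 ± 0.24). None passed. The median of this list was 0.0824 without control replicate 1 and between −0.118 and −0.0605 without each of the other libraries.

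Marker lists of other cell types showed no shift at the threshold. Fibroblast and matrix genes (24 tested, median 0.073, camera adjusted p = 0.475) included DCN (0.56 ± 0.27), MFAP5 (0.77 ± 0.39), LUM (0.82 ± 0.45), BGN (−0.31 ± 0.15), TCF21 (−0.35 ± 0.22) and FBN1 (−0.14 ± 0.16). Smooth muscle and pericyte genes (13 tested, median 0.036, camera adjusted p = 0.651) shared DES with the sarcomere list. Their median was −0.070 without control replicate 1 and −0.081 without fatty acid replicate 2. It was 0.17 without control replicate 2 and 0.15 without fatty acid replicate 1. NOTCH3 (−0.36 ± 0.13), MCAM (0.22 ± 0.12), CSPG4 (0.31 ± 0.17), MYH11 (−0.36 ± 0.31) and CNN1 (−0.11 ± 0.12) did not pass. Endothelial and endocardial genes (7 tested, median −0.12, camera adjusted p = 0.392; median −0.51, 0.0326 without fatty acid replicate 2; −0.046, 0.919, camera direction upward, without fatty acid replicate 1) included ENG (−0.45 ± 0.19), EGFL7 (−0.33 ± 0.22), KDR (−0.12 ± 0.19), ERG (0.40 ± 0.75) and TEK (0.12 ± 0.27). Epicardial genes (12 tested, median −0.24, camera adjusted p = 0.31) included KRT8 (−0.33 ± 0.10), KRT18 (−0.30 ± 0.13), LRRN4 (−0.44 ± 0.18), CLDN1 (0.55 ± 0.20) and SEMA3D (0.14 ± 0.14). Neural genes (7 tested, median 0.050, camera adjusted p = 0.643) included PAX6 (0.86 ± 0.48), NCAM1 (0.19 ± 0.13), NES (0.11 ± 0.12), STMN2 (−0.24 ± 0.11) and MAP2 (−0.039 ± 0.15). The neural median ranged from −0.0012 without control replicate 1 to 0.223 without control replicate 2. PAX6 ranged from 0.10 to 1.34 when each library was left out. Of the endoderm, liver and epithelial list 4 genes were tested, APOA1 (−0.90 ± 0.37), SERPINA1 (−0.17 ± 0.78), CLDN6 (−0.0047 ± 0.31) and KRT7 (0.32 ± 0.51). Of the pluripotent list 2 were tested, TDGF1 (0.42 ± 0.33) and DNMT3B (−0.21 ± 0.32). Both lists were too short for a list test.

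Genes outside the lists also passed. DHRS3 (ENSG00000162496), a reductase that turns retinaldehyde back into retinol, fell 5.83-fold, from 55.1 ± 22.5 to 9.41 ± 2.38 CPM (−2.54 ± 0.28, edgeR adjusted p = 0.0111), and STRA6, a retinol transporter, rose 2.48-fold (edgeR adjusted p = 0.0324). The DHRS3 call was lost in the robust edgeR form (adjusted p = 0.288) and without fatty acid replicate 1 (0.271). The secreted Wnt inhibitor SFRP5 fell 2.38-fold (54.1 ± 3.40 to 22.8 ± 1.14 CPM, edgeR adjusted p = 0.00619), PTGIS, the prostacyclin synthase, 2.18-fold (0.0206), complement factor I (CFI) 3.14-fold (0.0194), DERL3 2.69-fold (0.0416) and FBXL7 1.68-fold (0.0212). PPP2R2B rose 2.19-fold (edgeR adjusted p = 0.0171), LYPD6 1.92-fold (0.0194) and the activin-binding protein follistatin (FST) 1.82-fold (0.0278). FADS2, SREBF1, ETFDH, STRA6 and DERL3 are among 12 of the 26 genes that overlap a gene on the opposite strand, and the counts cannot part such pairs if strand was not used. Named after their values were seen, CYP2J2, an epoxygenase of arachidonic acid, rose 1.71-fold (edgeR adjusted p = 0.0206) and the amino acid transporter SLC1A4 1.55-fold (0.0488).

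Over the whole transcriptome, libraries of different groups lay little farther apart on average than replicates of a group. The root mean square difference in log2 CPM over 15285 genes was 0.383 between the controls and 0.379 between the fatty acid libraries, and the 4 pairs across groups gave a ratio of means of 1.03. Across groups, libraries of the same replicate number lay at 0.378 and 0.344, no farther apart than replicates within a group, and libraries of different numbers at 0.415 and 0.438. The distances within a group may therefore hold a part tied to the replicate number. The ratio cannot part this from the group difference, so it does not give the size of the fatty acid effect. With 2 libraries against 2 the smallest two-sided exact permutation p is 0.333, so no test was made on this distance.

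Many of the 26 calls were lost with fewer libraries, while no fold changed sign. Without fatty acid replicate 1, 3 genes passed, all among the 26 (CPT1A, ANGPTL4 and CACNA1G), and without fatty acid replicate 2, 9 passed, 8 of them among the 26 (CPT1A, ANGPTL4, PDK4, DHRS3, SREBF1, SFRP5, SCD and PTGIS). Without control replicate 1, 70 passed and SLC1A4 and SLC25A20 were lost, and without control replicate 2, 56 passed and DERL3 and SLC1A4 were lost. Among the lost calls, log2 fold changes over the 4 fits ranged from −1.19 to −1.12 for SCD, 0.94 to 1.01 for ETFDH, −0.77 to −0.70 for FADS2, −2.62 to −1.94 for SREBF1 and 1.04 to 1.64 for STRA6. With no filter on low counts none passed (1373 at an unadjusted p under 0.05 in edgeR), while DESeq2 called 75 and limma-voom 23 with the filter in place. SLC1A4 was also lost with RLE scaling, with CPM above 1 as the filter, in limma-voom and in the older edgeR form, and DERL3 in limma-voom. With no filter CPT1A stood at an adjusted p of 0.105, against at most 0.00131 under every other alternative tried.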

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

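The 26 calls kept their sign under every alternative. Counts within 1.5 times the reported 26 came from RLE (25), CPM above 1 (25), limma-voom (23), upper quartile (35, 17 lower), library size only (37, 18 lower), robust edgeR (34, without ANGPTL4 and DHRS3) and older edgeR (26). Counts of genes changed, higher and lower were 75, 37 and 38 in DESeq2 and 134, 61 and 73 in the edgeR exact test, each holding all 26. An adjusted p of 0.1 gave 41 changed and 19 lower, and a 2-fold minimum 15 changed and 7 higher, by construction. With no filter 0 changed, 0 rose and 0 fell in edgeR (1373 at an unadjusted p under 0.05); 27231 genes were then tested and the median prior degrees of freedom fell to 3.24 from 7.61. Leaving out each library in turn gave 3 to 70 changed, 2 to 32 higher and 1 to 43 lower genes, with fewer samples in the test. Of the 8 lists, 0 passed with an estimated correlation and 0 with fry, and 3 to 10 lists passed when a library was left out; the cause was not tested. The ratio of distances between and within groups was 1.04 with a prior count of 5.

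The replicate numbers do not show a shared origin in the labels. Deviations of same-numbered libraries correlated at 0.358 across genes, which with 2 pairs is no test. With the replicate number as a block 725 genes changed, 321 higher and 404 lower, all 26 included, and 8 lists passed, the nuclear respiratory chain list missing (adjusted p = 0.053) and the cell cycle list joining (0.045).

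Named genes that did not pass and turned sign when a library was left out had these ranges of log2 fold change: MYH7 −0.073 to 0.042, MYL2 −0.13 to 0.18, TNNT2 −0.25 to 0.0013, TNNI3 −0.63 to 0.42, COL3A1 −0.028 to 0.26, FN1 −0.23 to 0.087, ACTC1 −0.038 to 0.074, ACADL −0.60 to 0.16, BIRC5 −0.79 to 0.055, CA12 −0.027 to 0.26, CLDN6 −0.43 to 0.60, DNMT3B −0.64 to 0.11, ERG −1.11 to 2.40, FBN1 −0.36 to 0.12, IFI6 −0.79 to 0.029, KDR −0.26 to 0.023, KRT7 −0.64 to 1.24, LDHB −0.0064 to 0.22, LOX −0.32 to 0.89, LUM −0.052 to 1.67, MAP2 −0.19 to 0.12, MCM5 −0.43 to 0.18, MT-ND6 −0.57 to 0.38, MYH11 −0.84 to 0.19, PPP1R1A −1.04 to 0.024, SERPINA1 −1.40 to 1.08, SLC16A1 −0.021 to 0.13, TDGF1 −0.058 to 0.76, TEK −0.24 to 0.49, UQCRQ −0.58 to 0.044 and CYP26B1 −1.59 to 0.16. CLDN6 also turned to 0.059 in limma-voom and 0.023 with the replicate block. The cause was not tested. At this depth, 1.5-fold changes were recovered in under 50% of simulated cases (48.2%).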

Other observations

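The tests of fewer fibroblasts, of a single aberrant library and of the nuclear-encoded list were chosen after the results were seen, as were the genes of the opening paragraph, the settings of the retinoic acid and further LXR lists, and the margin of 2 SE by which a median had to pass its bound.

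SFRP4, a Wnt inhibitor like SFRP5, was at 21.3 ± 2.09 CPM in control and 9.16 ± 2.27 in fatty acid libraries (2.33-fold lower, edgeR adjusted p = 0.0591). The matrix protease MMP11 was 2.25-fold lower (0.0594), IGFBP6, which binds insulin-like growth factor, 2.74-fold lower (0.0786) and the growth factor PDGFB 2.42-fold lower (0.0793). In the other direction, FGF1 was 1.6-fold higher (edgeR adjusted p = 0.0793), and LYPD6B, the paralog and neighbour of LYPD6, 2.25-fold higher (0.0905). None of these passed the threshold over all genes, and they were picked from the genes near it.

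The list of fatty acid synthesis and LXR or SREBP1 target genes had a median log2 fold change of −0.16 (camera adjusted p = 0.00177; adjusted p = 0.712 with an estimated correlation), with SREBF1, SCD and FADS2 the 3 of 24 members past the threshold over all genes. The fibroblast and matrix list did not show fewer fibroblasts in the fatty acid cultures, with a median of 0.0726. This median was −0.0002 without control replicate 1 and 0.0056 without fatty acid replicate 2. It was 0.085 without control replicate 2 and 0.094 without fatty acid replicate 1, so a small loss of fibroblasts stays open. Fewer cells of other types also stay open. The epicardial list had a median of −0.24 (−0.091 without control replicate 2). The endothelial list had a median of −0.12 (−0.51 without fatty acid replicate 2 and −0.046 without fatty acid replicate 1). Lower LXR activity stays open. Its targets ABCG1, ABCA1 and MYLIP (−2.0 ± 0.38, −1.38 ± 0.33 and −0.68 ± 0.14) were lower over the list alone. Of 12 further genes written down beforehand as targets 8 were tested, 3 lower (NR1H2 −0.30, SMPDL3A −0.24 and LPCAT1 −0.073) and 5 higher. Whether each of the 8 responds to LXR in these cells was not tested. Their median was 0.0424, above the 5th percentile of random lists (−0.132) by less than 2 bootstrap SE of 0.116. That percentile was the bound set beforehand, which allowed for no spread. No single library carried the negative median of the 24 members, which lay between −0.2453 and −0.1187 in the 4 fits that left out a library. How far a single aberrant library added to the size of the shift stays open. The highest median, −0.1187, came without fatty acid replicate 1, and no spread was computed for these medians. The unstated albumin amount of the fatty acid medium was not tested.

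The mRNAs of mitochondrial DNA were higher in their median by 0.36 (camera adjusted p = 0.00177; adjusted p = 0.891 with an estimated correlation). Without control replicate 2 the median was 0.12 and the call was lost (camera adjusted p = 0.713), and without control replicate 1 it was 0.67. More mitochondria per cell, with both genomes rising alike by 0.2 or more, stays open: the nuclear-encoded respiratory chain list had a median of 0.086 (0.031 to 0.1603 when each library was left out), below 0.2 by less than 2 SE over libraries of 0.0789. Which control replicate is the typical one cannot be said from 2 libraries.

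DHRS3 fell 5.83-fold, a call lost in the robust edgeR form (adjusted p = 0.288). DHRS3 is induced by retinoic acid, and lower retinoic acid signalling in the fatty acid cultures is a candidate explanation: of 14 other responsive genes written down beforehand 8 were tested, with a median log2 fold change of −0.3902, below the 5th percentile of random lists (−0.136; one-sided permutation p = 0.0001, the smallest 10000 lists can give). Of these, 7 were lower and NRIP1 higher (0.091 ± 0.11), none past the threshold over all genes, with CRABP2 at 1334 ± 659.7 and 490.3 ± 139 CPM (edgeR adjusted p = 0.171). Log2 fold changes ± SE were −0.93 ± 0.34 for HIC1, −0.88 ± 0.47 for CYP26B1, −0.39 ± 0.13 for RARB, −0.39 ± 0.18 for TGM2 and −0.28 ± 0.13 for RARA. The median of the 8 genes had an SE of 0.205 over genes (bootstrap) and 0.133 over libraries. It lay below the 5th percentile by less than 2 SE on both counts, so lower retinoic acid signalling stays a candidate only. The median stayed between −0.291 and −0.5318 when each library was left out, but CRABP2 ranged from −1.88 to −0.82 and HIC1 from −1.59 to −0.49, CYP26B1 changed sign in 1 such fit, and STRA6, a retinoic acid-induced gene left out of the test, rose; retinoids in the media were not measured and technical explanations were not tested.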
